A study of Mus musculus with 15 samples. Its data were reported in "Muscarinic acetylcholine receptor M5 is involved in spermatogenesis through the modification of cell–cell junctions" (2021).

How the data were processed

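RNA was measured by sequencing in 15 mouse testis libraries in 5 groups of 3. The groups were Con, the vector control MNC, and testes that received lentivirus against the muscarinic receptor M1, M3 or M5. Groups and replicate numbers were taken from the sample titles. The description of M5 replicate 2 names the column of M5 replicate 1, and it was mapped by its title, so which of these 2 M5 libraries is which rests on the titles. The titles and sources name testis, while the extraction text of the labels speaks of sperm, and the tissue was taken as testis. Per the study's methods, the mice were of the outbred ICR stock, poly(A) RNA was sequenced on an Illumina HiSeq instrument, and reads were mapped to reference genes with SOAPaligner. The authors deposited 1 table of FPKM values, a measure of fragments mapped to a gene scaled by the length of the gene and by the mapped total of the library. Their methods name RPKM for the expression values and FPKM for the principal components, the columns are named FPKM, and the genome build and annotation were not stated. The table gives FPKM to 2 decimals for 23510 gene IDs. Of these, 21143 (89.9%) are Entrez gene IDs that matched a RefSeq gene table of the mouse assembly GRCm38.p6, which was used for names and for the order of genes along chromosomes. A further 2208 IDs begin with BGI_novel and have no name, and 159 others had no match. No coordinates are given, since the authors' build is not known.

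Read counts were not used here, so no count model was run and the absolute depth is unknown. Relative depth was estimated from the smallest steps between low FPKM values. From 76 to 91 genes per library, the relative depth ranged from 0.988 to 1.005, with a precision limited by the 2 decimals of the table. Genes were kept only where all values lay near small whole multiples of the lowest, and each value was divided by its multiple. Larger differences in depth would drop out, so the narrow range is partly set by this choice. Summed FPKM ranged from 470243 to 513817 per library, and the 10 genes with the highest values held 4.5% to 7.96% of it.

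Values were analysed as log2(FPKM + 1). Fold changes are on this scale, which understates changes of genes with low values. Genes with a mean FPKM of 1 or more over the 15 libraries were tested, 14514 in all, of which 845 have a BGI_novel ID. The study's own test models counts, so limma 3.58.1 (lmFit, and eBayes with trend) in R 4.3.3 was used in its place. Each fit held the 2 groups compared and no covariate. Benjamini-Hochberg adjustment ran over the genes tested, and a gene was called at an adjusted p under 0.05. Tests were two-sided. The fits were tested on 5 simulated sets of 14514 genes with 3 libraries per group, in which 200 genes were changed by 1 log2 unit. Of the changed genes 80.3% were called, all with the right sign, and 5.4% of calls fell on unchanged genes. With no gene changed, at most 1 gene was called. The simulated genes varied independently of each other, without shifts shared by many genes of a library. These rates therefore do not carry over to real libraries that have such shifts.

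The 3 receptor genes lie below the filter and were compared by exact permutation tests. Gene lists were tested with camera at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. Of the 24 lists, the 19 with 3 or more genes tested entered, with adjustment over the lists of a comparison. Separation of M5 and MNC was measured as the ratio of the mean distance between groups to the mean distance within groups, with a one-sided exact permutation over the 10 splits. Similarity of knockdown effects was measured across genes and set beside 100 simulated draws of unchanged groups that share their controls. The genes named per comparison are, by rule, the 5 with the largest fold change up and the 5 down among those called whose groups do not overlap, and where fewer than 3 genes were called, the 3 with the lowest p. Of IDs without a name, at most 2 that rose and 2 that fell are printed.

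The groups, tests, lists, naming rule and most alternatives were fixed before the data were examined. The alternatives were a pseudocount of 0.1, other filters on mean FPKM (0.1, 5 and none), centring on the median, quantile normalization, eBayes without trend, sample weights, all 5 groups in one fit, the replicate number as a block, the study's threshold, a ratio of group means with no test, Con as the control, and leaving out each replicate in turn. Removal of the trend with GC content was chosen after seeing the data, and used GC content known for 13257 (91.3%) of the genes tested. Python 3.11.15, pandas 2.3.3 and numpy 2.4.6 were also used.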

Results

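Gene expression was measured by RNA sequencing in 15 mouse testis libraries: 3 of Con, 3 of the vector control MNC, and 3 each after lentiviral knockdown of the muscarinic acetylcholine receptors M1, M3 and M5. These receptors bind acetylcholine and are encoded by Chrm1, Chrm3 and Chrm5. At least 20619 genes in each library had an FPKM above 0. Libraries of one group correlated across genes with a median Pearson r of 0.984, and libraries of different groups with a median of 0.974. These correlations are across genes, which are not independent replicates. The absolute depth of the libraries is unknown.

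The targeted genes were examined first. Chrm5 was at 0.320 ± 0.087 FPKM (SD, n = 3) in M5 and at 0.363 ± 0.115 (SD, n = 3) in MNC, a log2 difference of -0.045 (exact permutation test, two-sided, p = 0.5). Chrm1 was at 0.113 ± 0.025 FPKM in M1 and 0.107 ± 0.006 in MNC (exact permutation p = 0.9, n = 3 each). Chrm3 was at 0.077 ± 0.035 FPKM in M3 and 0.037 ± 0.023 in MNC (exact permutation p = 0.3, n = 3 each). The smallest p that 3 against 3 samples allow is 0.1. No decrease of a targeted transcript was detectable at these low levels, so the transcripts do not check the group labels. The study reported lower M5 protein in testes after M5 knockdown, by immunofluorescence and Western blotting, and these transcript levels do not test that. With Con as the control, the difference of Chrm5 turned to 0.131. Without M5 replicate 2 it was 0.011, and without M1 replicate 1 that of Chrm1 was -0.009.

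**Figure D1:**
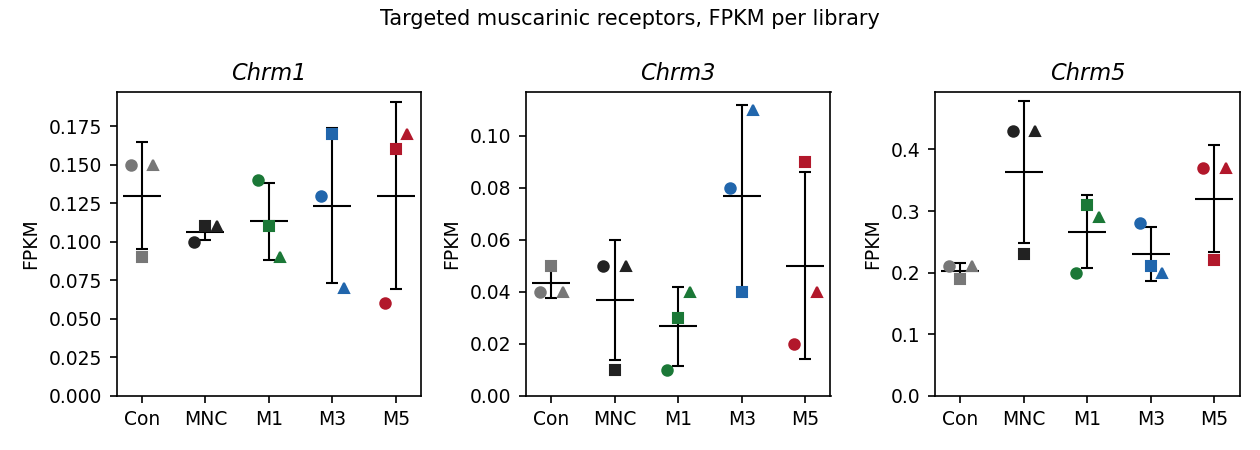
FPKM of the 3 targeted receptor genes (y axis) in the 5 groups (x axis), with circle, square and triangle for replicates 1, 2 and 3 and bars for the mean and SD of 3 libraries. Chrm5 had a mean of 0.320 in M5 and 0.363 in MNC.

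The comparison of M5 with MNC asked which transcripts change when the M5 receptor is knocked down. limma called 820 genes at an adjusted p under 0.05, 400 higher and 420 lower in M5, and 3620 genes had an unadjusted p under 0.05. The count depended on single libraries. It was 35 without M5 replicate 2, 60 without MNC replicate 3, 85 without M5 replicate 1, 92 without MNC replicate 2, 362 without MNC replicate 1 and 946 without M5 replicate 3. The alternative that moved it most in the other direction was sample weighting, with 4766 genes, but that fit of the weights stopped before it converged and gave M5 replicate 2 a weight of 10.1, so the count is not reliable. Centring each library on its median left 182 genes called, 180 of them among the 820.

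Among the genes named by rule, H2ac23 was listed at 0 in all 3 MNC libraries and had 20.8, 22.6 and 28.7 FPKM in the M5 libraries (limma adjusted p = 9.06e-05). H2ac23 belongs to a family of near-identical histone genes, so its value is uncertain. Tmem89 was listed at 0 in all 3 M5 libraries, against 40.7, 45.7 and 33.7 FPKM in MNC (limma adjusted p = 4.53e-05). M3 replicate 3 had similar values: H2ac23 was at 19.1 FPKM and Tmem89 was listed at 0. Fabp3 fell by 5.53 on the log2 scale (SE 0.273, limma adjusted p = 0.000855), and was also listed at 0 in M3 replicate 3. Hbb-bs rose by 4.14 (SE 0.766, limma adjusted p = 0.0366) and Gm4184 fell by 4.01 (SE 0.746, limma adjusted p = 0.0366). Each of the 2 calls was lost in 10 of the 17 alternative fits, and reads of the globin genes can be split between near-identical copies. Of the IDs without a name, BGI_novel_G001237 rose by 5.71 (limma adjusted p = 0.0425) and was lost in 12 of the 17, while BGI_novel_G001312 and BGI_novel_G001161 were listed at 0 in M5, and the first had a mean of 25.6 FPKM in MNC.

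**Figure D2:**
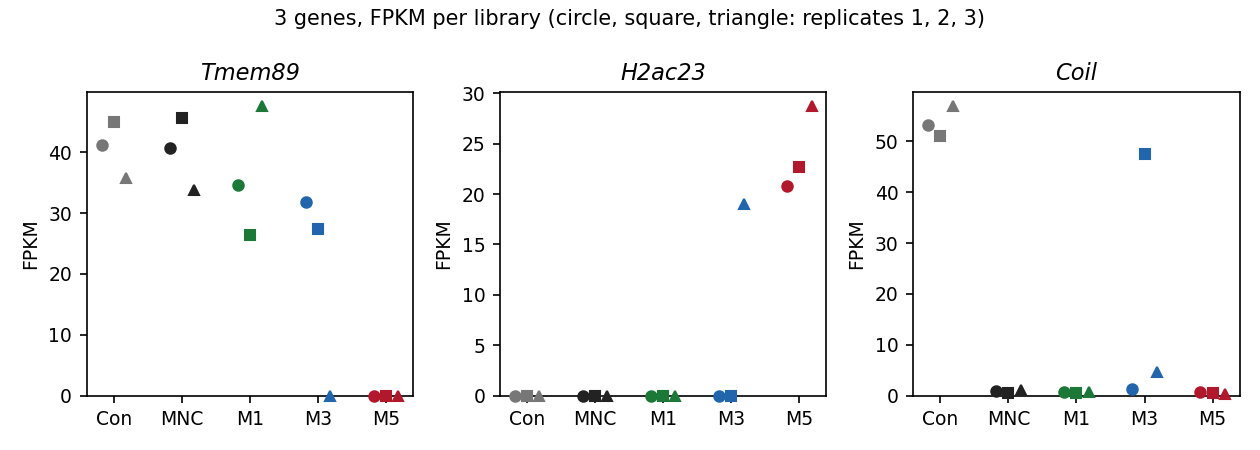
FPKM (y axis) of Tmem89, H2ac23 and Coil in each library of the 5 groups (x axis), with circle, square and triangle for replicates 1, 2 and 3. M3 replicate 3 had 0 FPKM of Tmem89 and 19.1 of H2ac23, and M3 replicate 2 had 47.6 of Coil.

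The study assayed proteins of spermatogenesis and of cell junctions, and their transcripts were tested as 2 lists. In testes with M5 knockdown it reported less CREM, PGK2, TP1 and phosphorylated FSCN1 protein. It also reported that Cx43, Cx37, E-cadherin and occludin changed their place in the cells. Transcript levels do not measure protein amount, phosphorylation or localization, so the lists do not test those reports. The 4 genes Tnp1, Pgk2, Crem and Fscn1 had a median log2 difference of 0.118 between M5 and MNC (camera adjusted p = 0.607). Tnp1 was at 4169 ± 731 FPKM (SD, n = 3) in M5 and 3688 ± 390 (SD, n = 3) in MNC, and Pgk2 at 562 ± 59.9 and 493 ± 12.8. The 7 junction genes tested had a median of 0.143 (camera adjusted p = 0.47), and 6 of 7 were higher in M5. Without M5 replicate 3 that median was -0.017. No gene of either list was called over all genes tested or adjusted over the list alone, and all 11 had an unadjusted p above 0.05. The alternative that moved the first list most was Con as the control, with a median of 0.349 and a camera adjusted p of 0.0805 over the lists. Fry called the list higher in M5 than in Con (adjusted p = 0.033). It did so for M1 (fry adjusted p = 0.00894), M3 (fry adjusted p = 0.0239) and MNC (fry adjusted p = 0.0235) against Con too, so this call was not particular to M5.

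Of the 19 lists tested between M5 and MNC, camera called 3 at an adjusted p under 0.05, and from 1 without M5 replicate 3 to 7 without MNC replicate 1. The 7 genes of red blood cells had a median of 1.89 and were all higher in M5 (adjusted p = 0.00131), with 3 called over all genes and 5 adjusted over the list alone. Hba-a1 was at 84.6, 90.2 and 342 FPKM in M5 and at 84.3 in M3 replicate 3, against a mean of 14.4 in MNC and 43.2 in Con. Hbb-bs did not follow M5 in that library, with 1.54 FPKM against 58.6, 35.7 and 106 in M5. The 16 genes tested of the study's reproduction network had a median of -0.618 and 12 were lower (adjusted p = 0.0108), with 2 called over all genes and 6 adjusted over the list alone. The 4 of its adhesion network had a median of -1.13 and all were lower (adjusted p = 0.0266), with none called over all genes, 3 at an unadjusted p under 0.05 and 1 adjusted over the list alone. With Con as the control, the medians were 0.105 (camera adjusted p = 0.702) and -0.262 (camera adjusted p = 0.802). Fry called the reproduction network lower in M5 than in Con (adjusted p = 0.0124), with 9 of 16 genes higher. The same fry call was made for M1 against Con (adjusted p = 0.00894, 9 of 16 higher), so it was not particular to M5. It was not made for M3 (fry adjusted p = 0.67) or MNC (fry adjusted p = 0.283). Coil, a gene of this network, had a mean of 53.7 FPKM in Con, 0.483 in M5, 0.67 in M1 and 0.83 in MNC. Against M1, camera called the reproduction network lower in M5 (median -0.218, adjusted p = 0.0326) but not the adhesion network (adjusted p = 0.0868). Against M3, camera called the adhesion network lower (median -0.456, adjusted p = 0.0168) but not the reproduction network (adjusted p = 0.242). The camera calls therefore depend on the group set against M5. The study picked both networks on these samples, so these counts are not independent evidence. With fry and MNC as the control the reproduction network alone was called, and with an estimated correlation none of the 19 lists was called in any of the 7 comparisons.

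Against MNC, M1 gave 0 genes called and 862 at an unadjusted p under 0.05, and M3 gave 1 gene called and 1369 at an unadjusted p under 0.05. The gene called in M3 was Cd5l, at 0.13 ± 0.07 FPKM (SD, n = 3) in M3 and 4.39 ± 0.46 in MNC, a log2 difference of -2.26 (limma adjusted p = 0.00512). It was lost in the fits without M3 replicate 2, M3 replicate 3, MNC replicate 1 and MNC replicate 3, with adjusted p from 0.0504 to 0.068. The lowest p in M1 was that of BGI_novel_G001974, which was not called (limma adjusted p = 0.14), and Ccdc57 followed with 28.7 ± 1.49 against 18.8 ± 0.26 FPKM (limma adjusted p = 0.191). Camera called 4 lists in M1 and 9 in M3, and fry called none of them. With 1 library left out, camera called 0 to 8 lists in M1 and 3 to 10 in M3. The 16 genes of the interferon response had a median of -0.419 in M1 and -0.535 in M3, lower in 16 and 14 genes.

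The knockdowns were also compared with each other, without a shared control. Between M5 and M1, 980 genes were called, 469 higher and 511 lower in M5. The count ranged from 56 without M1 replicate 1 to 1690 without M5 replicate 3. Among the genes named by rule, H2ac23, Tmem89, Fabp3 and Gm4184 were called here too, in the same directions as against MNC. Gm10413 rose by 3.34 (limma adjusted p = 0.000146), Gm21642 by 2.74 (limma adjusted p = 0.0118) and Hba-a1 by 2.62 (limma adjusted p = 0.0446). Between M5 and M3, 2 genes were called and 2077 had an unadjusted p under 0.05. These were Cd5l (2.26 higher in M5, limma adjusted p = 0.0119) and an ID without a name, and Arfgef3 followed, not called (limma adjusted p = 0.0549). Without M3 replicate 3 the count was 188. Between M1 and M3, 0 genes were called and 672 had an unadjusted p under 0.05. The lowest p were those of Cd5l and Eif3j1 (limma adjusted p = 0.0801 each) and Txndc9 (limma adjusted p = 0.155), none of them called. Of the 19 lists, camera called 7 between M5 and M1, 11 between M5 and M3 and 3 between M1 and M3. Fry called 0, 2 and 0 of them. The 2 were the major histocompatibility class I list and the fat list, both higher in M5 than in M3 (fry adjusted p = 0.0365 each).

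**Figure D3:**
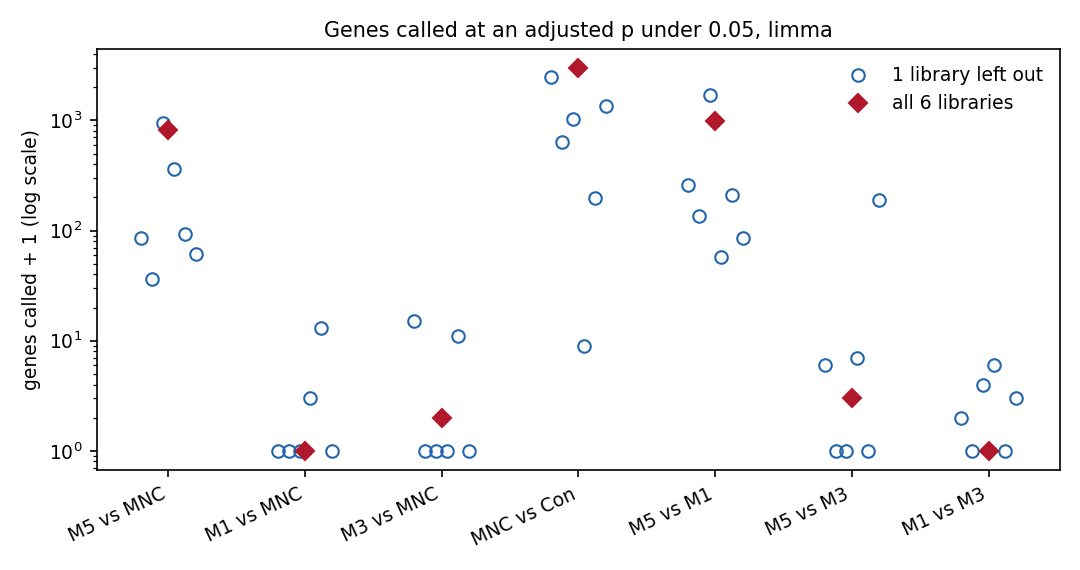
Genes called by limma at an adjusted p under 0.05, plus 1, on a log axis (y axis) in the 7 comparisons (x axis), with a diamond for all 6 libraries and circles for fits that left out 1 library. For M5 against MNC the circles ranged from 35 to 946 genes, with 820 for all libraries.

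The vector control was set against Con to ask what the vector and the injection change. limma called 2967 genes, 1166 higher and 1801 lower in MNC, with a median shift of -0.095 over all genes tested. After centring on the median, 1869 genes were called, of which 77.5% were higher, against 39.3% before, so the balance of directions depends on the scaling. Without Con replicate 1 the count was 8, without Con replicate 2 it was 195, without MNC replicate 2 it was 638, without MNC replicate 3 it was 1032 and without Con replicate 3 it was 1343. Coil was at 0.83 ± 0.32 FPKM (SD, n = 3) in MNC and 53.7 ± 2.92 in Con (limma adjusted p = 0.000218), and at 47.6 FPKM in M3 replicate 2. Zp3r rose by 4.54 (SE 0.715, limma adjusted p = 0.0195) and Kpna2 by 4.26 (SE 0.878, limma adjusted p = 0.0282), both with an SD in MNC close to their mean. The rule also named 1700034J05Rik (4.08, limma adjusted p = 0.00835) and Pga5 (4.01, limma adjusted p = 0.0175), which rose, and Crisp1 (-3.53, limma adjusted p = 0.0277), which fell. Gm21477 was listed at 0 in MNC and had a mean of 10.4 FPKM in Con (limma adjusted p = 0.0172). Some of these differences were not shared by all injected groups. Pga5 had a mean of 0.057 FPKM in M1 and 0.02 in M3, against 0.03 in Con and 19.8 in MNC. Kpna2 had 1.8 in M1, against 1.47 in Con and 69.7 in MNC. Crisp1 and Gm21477 had means of 8.37 and 4.26 in M3. Zp3r and 1700034J05Rik had higher means in every injected group than in Con. Camera called 10 lists, and 7 to 12 with 1 library left out. The list of the interferon response had a median of 1.35 and was higher in 16 of 16 genes (camera adjusted p = 1.28e-14). The major histocompatibility class I list had a median of 1.21 (adjusted p = 1.18e-05), the elongating spermatids 0.745 (adjusted p = 1.49e-08), the round spermatids 0.263 (adjusted p = 7.03e-06) and the spermatocytes -0.316 (adjusted p = 0.00159). The 4 genes of the assayed spermatogenesis proteins had a median of 0.264 (adjusted p = 0.0159). The study's networks were higher in MNC, with a median of 0.358 for reproduction and 1.11 for adhesion (adjusted p = 0.0237 each). The macrophages (median 0.536, adjusted p = 0.0022) and the Sertoli cells (median -0.265, adjusted p = 0.0217) complete the 10 lists. Fry called 5 of the 10. It did not call the elongating spermatids, the 2 networks, the macrophages (fry adjusted p = 0.232) or the Sertoli cells (fry adjusted p = 0.0658).

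The study read the separation of the groups from principal components. The mean distance between M5 and MNC libraries was 1.26 times that within the groups, and no other split of the 6 libraries gave a larger ratio (exact permutation p = 0.1, one-sided, the smallest possible). The ratio was 1.065 for M1 and MNC (exact permutation p = 0.2), where another split gave as large a ratio, 1.13 for M3 and MNC (exact permutation p = 0.1) and 1.41 for MNC and Con (exact permutation p = 0.1). Over the 15 libraries, the first component held 23.9% of the variance and the second 18.6%.

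**Figure D4:**
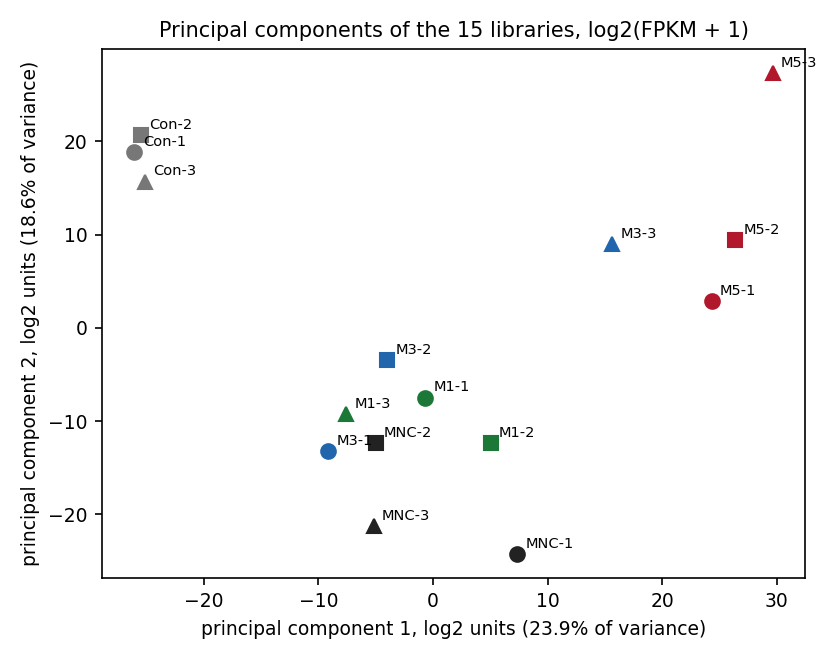
Scores of the 15 libraries on principal components 1 (x axis, 23.9% of variance) and 2 (y axis, 18.6%), in log2 units, coloured by group and with circle, square and triangle for replicates 1, 2 and 3. On component 1, M3 replicate 3 had a score of 15.7, between M3 replicate 2 at -4.03 and M5 replicate 1 at 24.3.

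The similarity of the knockdown effects was measured across the genes tested, which are not independent replicates. Against MNC, the effects of M5 and M1 had a Pearson r of 0.495 (Spearman rho 0.382), those of M5 and M3 an r of 0.58 (rho 0.495) and those of M1 and M3 an r of 0.696 (rho 0.665). Unchanged groups that share their controls gave a median r of 0.551 in 100 simulated draws, with 95% of them between 0.113 and 0.756, so no pair stood above what shared controls give. With one effect taken against MNC and the other against Con, r ranged from -0.091 to 0.145.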

Values the study reported

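In mouse testis, the study reported 661 genes increased and 622 genes decreased after M5 knockdown relative to the vector control. For M1 knockdown it reported 263 increased and 550 decreased genes. For M3 knockdown it reported 404 increased and 724 decreased genes.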

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

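The counts of genes called between M5 and M1 and between M5 and M3 come from planned fits. The other tests of this part were chosen after the results were seen. Groups of 3 libraries were not tested for outlying samples.

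The knockdowns were set directly against each other, and some differed. Between M5 and M1, 980 genes were called, and between M5 and M3, 2 genes. M3 replicate 3 bears on the second, which held 188 genes without it. On the 820 genes called between M5 and MNC, a position was computed for each library, with 0 at the mean of MNC and 1 at the mean of M5. M3 replicate 3 lay at 0.83, M3 replicates 1 and 2 at 0.11 and 0.2, and the 8 libraries of Con, M1 and the rest of M3 between 0.11 and 0.22. It departed from its group mates in the M5 direction on 95.2% of these genes, against 10.5% to 66.5% for the 11 other libraries outside M5.

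The relative depth of M3 replicate 3 was 1.0, within the range of the other libraries. Depth as the cause stays open, since the choice of genes for that estimate removes larger differences in depth. With the GC trend removed, M3 replicate 3 stayed at 0.82, with the other 8 libraries between 0.1 and 0.22. This argues against GC content as the whole cause. GC content did follow the fold changes, with a Spearman rho of -0.452 across 13257 genes for M5 against MNC, and with the trend removed 150 genes were called, 142 of them among the 820.

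A batch of library preparation or processing shared by the M5 libraries and M3 replicate 3 may contribute, as may an exchanged or mixed sample. The labels give no batch. If M3 replicate 3 were an M5 sample with an M3 label, it would be no nearer to M3 replicates 1 and 2 than the M5 libraries are on genes that set those 2 apart from M1, MNC and Con. On the 5 such genes it lay at 1.34, and the M5 libraries at 0.111, 0.508 and 0.314, but 5 genes, Cd5l among them, decide nothing. By its label M3 replicate 3 received the virus against M3, so if the label holds, M5 knockdown alone does not account for its position. In the M5 libraries themselves, an effect of M5 knockdown is the biological explanation the design names. It cannot be told apart from a batch on the evidence of 1 library.

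Other splits of the 6 libraries were counted for each comparison, and with 10 splits the share cannot fall under 0.1. For M5 against MNC, for MNC against Con, for M5 against M1 and for M5 against M3, 1 of the 10 splits, the real one, gave as many genes. For M3 against MNC, 4 of the 10 splits did, and for M1 against MNC and M1 against M3, where 0 genes were called, all 10 did.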

How the results depend on the processing

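The counts of genes called moved with most settings, and the cause was not tested unless stated. Removal of the GC trend was chosen after seeing the data.

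For M5 against MNC (820 genes), the counts were 447 with no filter, 182 with centring, 215 without trend, 4766 with sample weights, 2424 with all 5 groups in one fit, 6 at the study's threshold, 482 by the ratio of group means and 150 with the GC trend removed. Fits that left out one replicate gave 35 to 946. Quantile normalization gave 1039 genes, 42.6% of them higher against 48.8%, and the GC correction 62% higher. For M5 against M1 (980 genes), they were 630 with no filter, 252 with centring, 384 without trend, 5719 with sample weights, 8 at the study's threshold, 372 by the ratio and 170 with the GC trend removed, and 56 to 1690 with one replicate left out. For MNC against Con (2967 genes), they were 1740 with no filter, 1869 with centring, 5459 with sample weights, 2 at the study's threshold and 598 by the ratio, and 8 to 2497 with one replicate left out. The share higher was 39.3%, against 77.5% with centring and 69.3% with the GC trend removed.

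For M1 against MNC (0 genes, 862 at an unadjusted p under 0.05), a pseudocount of 0.1 gave 2, a filter of 0.1 gave 3, no filter 2 and the ratio 293, with 0 to 12 when one replicate was left out. For M3 against MNC (1 gene), a filter of 5, all 5 groups in one fit and the study's threshold gave 0, the ratio 431 and the GC correction 2, with 0 to 14 when one replicate was left out. For M5 against M3 (2 genes), a filter of 0.1 gave 6, a filter of 5 and no filter 1, centring, quantile normalization, no trend and the GC correction 4 each, sample weights 1510, the study's threshold 0 and the ratio 491, with 0 to 188 when one replicate was left out. For M1 against M3 (0 genes, 672 at an unadjusted p under 0.05), no filter gave 3, centring 1 and the ratio 214, with 0 to 5 when one replicate was left out. The fits of the sample weights stopped before they converged for M5 against MNC, M5 against M1 and M5 against M3, so those 3 counts are not reliable. The ratio applies no test, and the study's threshold is stricter by construction.

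The replicate numbers did not pair the samples: correlations of the deviations of same-numbered libraries ranged from -0.399 to 0.181, and in none of the 7 comparisons were all above 0.1. With the replicate block, the counts were 14 for M5 against MNC, 10 for MNC against Con, 39 for M5 against M1, and 0 for M3 against MNC, for M5 against M3, for M1 against MNC and for M1 against M3.

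The difference of Chrm5 turned to 0.131 and that of Chrm1 to -0.021 with Con as the control. With one replicate left out, Chrm5 ranged from -0.118 to 0.011 and Chrm1 from -0.009 to 0.024. The spermatogenesis list passed an unadjusted p of 0.05 with Con as the control, with a median of 0.349, and was called there by fry (adjusted p = 0.033). Fry called that list higher than in Con for M1, M3 and MNC as well. The junction list turned to -0.062 with Con and ranged from -0.017 to 0.187 with one replicate left out. Both lists stayed on their side of the threshold in the other fits against MNC. Lists called with fry numbered 1 for M5 (3 in the reported test), 0 for M1 (4), 0 for M3 (9) and 5 for MNC against Con (10). Lists called with camera numbered 7 for M5 and 8 for M1 with Con as the control.

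The separation of M5 and MNC stayed above 1 in every alternative run. With different controls, r was -0.023 and 0.011 for M5 and M1, 0.145 and 0.038 for M5 and M3, and 0.096 and -0.091 for M1 and M3, which removes the shared libraries by construction. Of 42 named gene results, 15 kept their side of the threshold in every fit and 27 changed in at least 1, none in direction. The unknown depth limits the 3 receptor genes, whose levels are low. Group means ranged from 0.027 to 0.077 FPKM for Chrm3, from 0.107 to 0.13 for Chrm1 and from 0.203 to 0.363 for Chrm5.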

Other observations

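The tests of this part were chosen after the results were seen.

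The counts of this paragraph are an exception and come from planned fits. For M5 against MNC, 400 genes were higher and 420 lower here. Both counts are lower than the values quoted from the study above. For M1 against MNC, 0 genes were called here. That is lower than the values quoted from the study above. For M3 against MNC, 0 genes were higher and 1 lower here. Both are lower than the values quoted from the study above. The study's test models read counts, and its threshold on the limma test gave 6 genes for M5.

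Coil had 51.1 to 56.9 FPKM in Con, 47.6 in M3 replicate 2, 4.73 in M3 replicate 3 and 1.4 or less in the other 10 libraries. Genes next to it followed the same profile. Coil, Scpep1, Trim25, Dgke and Gm525 form a run of 5 adjacent genes whose profile over the libraries matched that of Coil at a correlation of 0.9 or more, while 7 of 16186 genes matched it in all. None of 10000 random placements gave a run as long (permutation p = 0.0001, the smallest they can give). A strain or donor variant is a candidate explanation for this run of 5, since the mice came from an outbred stock. The injection as the whole cause is left open by 1 library, M3 replicate 2, which was injected and kept Coil at 47.6 FPKM. Its level of 4.73 in M3 replicate 3 was not explained by a test.

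The 20 genes tested of the study's networks varied between replicates. Their median SD within groups was 0.524 on the log2 scale, against 0.151 for random lists matched on mean expression, which puts it at the 100th percentile of 10000 lists. Of the 20, 6 had a range of 4-fold or more within M5 or within MNC, among them Zp3r and Park7. The study picked these genes on the same samples, and a pick of large ratios favours variable genes, so the percentile does not decide whether variation between animals or libraries within a group is a source of their differences. No biological explanation was tested.

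The mean of 16 genes of the interferon response was above every Con library in 12 of the 12 injected libraries. The injection may be the cause, but Con is a group of its own and a batch that coincides with it cannot be told apart from the injection. The Sertoli cell markers fell by 0.265 between MNC and Con while the interferon list rose, which argues against a lower share of germ cells as the whole cause. That argument rests on the Sertoli cell list. The macrophage list rose by 0.536, with 10 of 11 genes higher, which is the direction a lower share of germ cells would give.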
